A study of Arabidopsis thaliana with 12 samples. Its data were reported in "A dominant‐interfering camta3 mutation compromises primary transcriptional outputs mediated by both cell surface and intracellular immune receptors in Arabidopsis thaliana" (2017).

How the data were processed

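The counts analysed were those deposited by the authors, a table of raw read counts per gene and library. According to the labels and methods of the authors, leaves of 4-week-old plants grown in short days were infiltrated with a syringe, and each sample pooled leaf discs from several plants. Libraries were made from polyadenylated RNA with the TruSeq RNA kit (v2). Read quality was checked with FastQC (0.11.2), reads were aligned to the TAIR10 genome with TopHat2 (2.0.10), and reads per gene were counted with HTSeq. The strand setting used in counting was not stated in the labels or the text of the study available here, which excluded its supplementary methods. The alignment and counting were not repeated here, so reads shared by near-identical genes (AOC1 and AOC2, the LHCB1 and LHCB2 genes, calmodulin genes) cannot be assigned anew.

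The table held 32678 genes and 5 summary lines that name no gene, which were used only to describe the libraries. Locus names were matched to a TAIR10.1 annotation for gene symbols (31912 matched, 766 did not), and the same annotation gave exon GC content, exon length, gene order and 500 bp of upstream sequence. Genes with enough counts in the smallest group were kept with filterByExpr (minimum count 10), which left 19167 genes for testing and 13511 not tested. Library sizes were scaled by TMM (factors 0.797 to 1.17). CPM values are TMM-scaled, and log2 CPM values carry a prior count of 2.

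Counts were fitted with the edgeR (4.0.16) quasi-likelihood negative binomial model with a mean for each of the 6 groups and 6 residual degrees of freedom, in R (4.3.3). The common biological coefficient of variation was 0.15 and the prior degrees of freedom 3.81. The comparisons were camta3-D against wild type within each of the 3 treatments, AvrRpm1 against AvrRps4 within each genotype, and the 3 pairwise differences of the genotype effect between treatments, 8 in all. They were fixed before the data were examined, as were the lists and the rule for naming genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05, adjusted over all genes tested in a comparison. Positive log2 fold changes mean higher in camta3-D, or higher after AvrRpm1 than after AvrRps4. Fitted fold changes carry a prior count of 0.125. Where a group held 3 counts or fewer per library, counts are given in place of a fold change. With 2 libraries per group, the model borrows the spread from all groups and genes, and the p-values rest on that model.

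Named genes were those with the largest changes among genes called, with a mean of at least 2 log2 CPM and no overlap of the groups, the genes with the smallest p in each list, and the RT-qPCR and CAMTA genes whatever their result. The 23 lists were RT-qPCR genes of the study, CAMTA genes, salicylic acid, pattern recognition and kinases, intracellular receptors and partners, WRKY factors, rapid stress factors, cold-regulated genes, jasmonate, ethylene, abscisic acid, tryptophan with camalexin and indole glucosinolates, aliphatic glucosinolates, calcium signalling, cell death, heat shock, photosynthesis, clock, epidermis markers, guard cell markers, phloem markers, dividing cell markers, and immediate-early genes. The immediate-early list came from the study, which made it from other samples, and held 417 genes, of which 415 were tested. The other lists were written from general knowledge of gene function. Members not tested for want of counts were DREB19, AT2G19590, CYP82C2, CML39, BON1, HSP21, HSP23.6-MITO, CYCB1;1, AT1G11040 and PDE337.

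Lists were tested against all other genes with camera (limma 3.58.1, on the z-scores edgeR gives for counts) at its preset correlation between genes (0.01), again with the correlation estimated from the data, and with fry, which tests whether the genes of a list move on balance one way. List p-values were Benjamini-Hochberg adjusted over the 23 lists in each comparison. Within a list, gene p-values were also adjusted over the list alone. Libraries were compared by multidimensional scaling and by the root-mean-square log2 distance over the 500 most different genes of each pair. Overlaps between treatments were compared with the number expected if calls were independent.

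Each result was recomputed with median-ratio size factors, with DESeq2 (1.42.0), without the filter, with the replicate number as a block, with only the libraries compared, without organelle genes, at the thresholds the study used for its other RNA-seq data (adjusted p under 0.01 and an absolute log2 fold change over 1), and with each library left out in turn. The pipeline was tested on simulated data with the group sizes, wild-type means and dispersions of these libraries, in which 66 or 67 genes per comparison were changed at each size. Of genes changed 2-fold, 49.3%, 52.2% and 55.2% were recovered for flg22, AvrRpm1 and AvrRps4. Of genes changed 4-fold, 84.8%, 92.4% and 92.4% were recovered, and of genes changed 1.5-fold, 5.97%, 13.4% and 5.97%. There were 9, 8 and 5 false calls among 19167 genes. Genes recovered numbered 33, 35 and 37 at 2-fold and 56, 61 and 61 at 4-fold. A gene that did not pass may therefore still differ by 2-fold. The genotype comparisons of the data called more genes than were changed here, so recovery and false calls there may differ. Tables and figures were made with pandas (2.3.3), numpy (2.4.6), scipy (1.17.1) and matplotlib (3.10.9) in Python (3.11.15).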

Results

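Transcript abundance was measured by sequencing polyadenylated RNA from Arabidopsis leaves in 12 libraries, 2 in each of 6 groups. The groups cross Col-0 wild type and camta3-D, a line with a dominant mutant form of the calmodulin-binding transcription activator CAMTA3, with 3 treatments. Leaves were sampled 1 h after infiltration with flg22, a peptide of bacterial flagellin sensed at the cell surface, or 4 h after infiltration with Pseudomonas syringae pv. tomato (Pst) carrying AvrRpm1 or AvrRps4. These effectors are sensed inside the cell by the receptor RPM1 and by the receptor pair RRS1 and RPS4, respectively. The libraries held 22.8 to 26.3 M gene counts (median 24.4 M), and 20749 to 21147 genes had at least 1 count. No mock-treated or untreated library was among those analysed here, so no treatment is compared with its control. A genotype difference after a treatment therefore cannot be told from one present without it. The labels state that each sample pooled discs from several plants but not whether the samples of a group were grown and treated apart. The study's text describes the flg22 and AvrRpm1 libraries as coming from independent experiments. For AvrRps4 this is open, and the p-values measure the spread between these samples. Gene values are TMM-scaled CPM as mean ± SD (n = 2). Log2 fold changes and adjusted p-values come from the edgeR quasi-likelihood test with Benjamini-Hochberg adjustment over 19167 genes.

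The libraries separated first into flg22 and Pst, which differ in both elicitor and time, and then by genotype, strain or both, depending on the genes used. In multidimensional scaling on the 500 most different genes of each pair of libraries, dimension 1 (62.8% of variance) placed the flg22 libraries between -3.27 and -2.77 and the Pst libraries between 1.04 and 2.05, where the strains overlapped. Dimension 2 (10.4%) placed wild-type libraries between 0.108 and 1.16 and camta3-D libraries between -1.45 and 0.0757. The mean root-mean-square log2 distance was 1.77 between the libraries of a group (1.48 to 2.22 over the 6 groups). Between genotypes it was 2.68 after flg22, 2.69 after AvrRpm1 and 2.49 after AvrRps4, and between the strains it was 2.46 in wild type and 2.96 in camta3-D. Each of the 12 genotype pairs within a treatment lay farther apart (2.31 to 3.02) than the most distant pair within a group. For the immediate-early genes, a list the study made from other samples, the mean distance was 0.51 within groups and 1.02, 0.875 and 0.66 between genotypes in the same order of treatments. On these genes dimension 2 (10.9%) separated the strains, with AvrRps4 libraries of both genotypes mixed between 0.381 and 0.675 and AvrRpm1 libraries between -0.644 and -0.022. It also separated the genotypes within the other treatments. After flg22, wild type lay at 0.0918 and 0.23 and camta3-D at -0.445 and -0.563. After AvrRpm1, wild type lay at -0.022 and -0.31 and camta3-D at -0.644 and -0.5. The ranges between genotypes after AvrRpm1 (0.667 to 1.04) and AvrRps4 (0.567 to 0.734) overlapped that within groups (0.379 to 0.701).

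**Figure D1:**
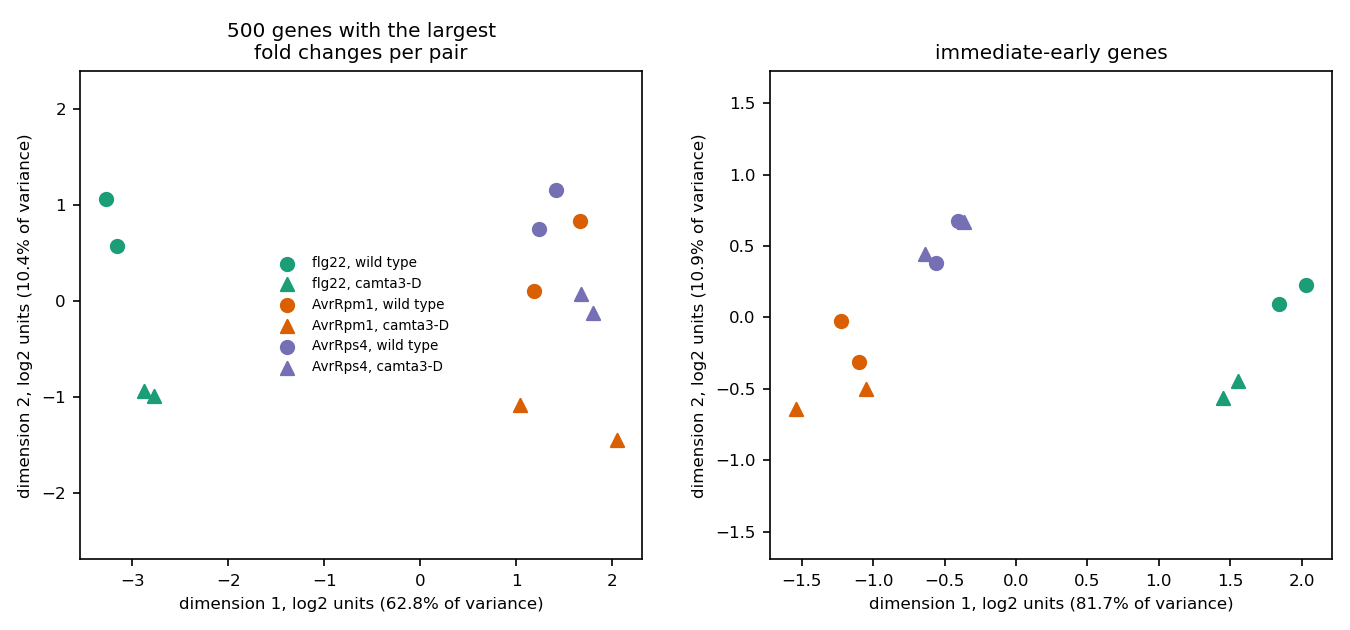
Multidimensional scaling of TMM-scaled log2 CPM of the 12 libraries, with dimensions 1 and 2 in log2 units, for the 500 most different genes of each pair (left) and the immediate-early genes (right). Each point is a library, coloured by treatment and shaped by genotype, and on the left the camta3-D points lie at or below 0.0757 on dimension 2 with the wild-type points at or above 0.108.

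The comparison after flg22 asked whether transcript levels 1 h after a cell-surface signal differed between the genotypes. The kinase gene MKK4, which acts below flg22 perception, stood at 201.1 ± 40.4 CPM in wild type and 47.0 ± 3.54 in camta3-D (log2 fold change -2.10, adjusted p = 0.00457). Transcripts of ACS7, an ethylene biosynthesis gene, stood at 129 ± 22.2 and 22.4 ± 0.253 CPM (-2.52, adjusted p = 0.00132). Those of the ethylene receptor gene EIN4 stood at 68.0 ± 1.15 and 35.8 ± 0.774 (-0.93, adjusted p = 0.00453). The glycine-rich protein gene AT2G05540 was 45.1-fold lower in camta3-D (39.2 ± 0.90 and 0.862 ± 0.392 CPM, log2 fold change -5.50, or -6.08 without camta3-D replicate 2, adjusted p = 0.000129). Among genes higher in camta3-D, CAF2, which encodes a chloroplast intron-splicing factor, stood at 16.1 ± 2.36 and 83.7 ± 3.18 CPM (2.38, adjusted p = 0.00052), and the wax biosynthesis gene CER1 at 10.9 ± 3.41 and 43.2 ± 16.6 (1.98, adjusted p = 0.00686). These calls held with each library left out. In total, 999 genes were higher and 1072 lower in camta3-D, of which 181 and 513 changed more than 2-fold. The counts rested on all 4 libraries: they were 322 higher and 639 lower without wild-type replicate 1, 53 and 165 without wild-type replicate 2, 350 and 316 without camta3-D replicate 1, and 114 and 190 without camta3-D replicate 2. Of 69 named genes called here, 15 passed with each library left out.

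The 8 genes that the study had chosen for RT-qPCR were nearly all lower in camta3-D after flg22. The aminotransferase gene TAT3 stood at 206 ± 117 CPM in wild type and 15.6 ± 5.30 in camta3-D (-3.73, adjusted p = 0.00389, with -3.01 without wild-type replicate 2), and the acylhydrolase gene DLAH at 83.1 ± 30.4 and 10.9 ± 2.65 (-2.93, adjusted p = 0.00411). SARD1, which encodes a regulator of salicylic acid synthesis, stood at 46.7 ± 12.9 and 5.73 ± 1.29 CPM (-3.02, adjusted p = 0.00827), but its adjusted p was 0.0573 without wild-type replicate 2 and 0.0652 without camta3-D replicate 2. Its relative CBP60g stood at 323 ± 44.3 and 60.9 ± 3.06 CPM (-2.41, adjusted p = 0.0264), and its adjusted p was 0.06 and 0.112 without wild-type replicates 1 and 2 and 0.103 and 0.123 without camta3-D replicates 1 and 2. BON3 did not pass (5.77 ± 0.438 and 2.95 ± 1.17 CPM, adjusted p = 0.135). Of the 8 genes, 7 were lower, and 8 were lower adjusted over the list alone (median -2.67, camera adjusted p = 8.76e-12; adjusted p = 0.195 with an estimated correlation).

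Genes of salicylic acid signalling and of indolic defence compounds were lower in camta3-D after flg22. WRKY70, a transcription factor gene of the salicylic acid pathway, stood at 35.8 ± 26.6 CPM in wild type and 1.34 ± 0.0123 in camta3-D (-4.73, adjusted p = 0.00771), with -5.38 and -3.68 without wild-type replicates 1 and 2 and an adjusted p of 0.0618 without camta3-D replicate 2. Without the latter library the adjusted p was also 0.0512 for EDS5, the salicylic acid transporter gene (136 ± 10.1 and 26.6 ± 4.72 CPM, -2.36, adjusted p = 0.00587), and 0.0561 for PAD3, the last gene of camalexin synthesis (64.4 ± 30.7 and 3.03 ± 0.909 CPM, -4.41, adjusted p = 0.0062). Of 25 salicylic acid genes, 13 were lower and 12 did not pass, with 19 lower adjusted over the list alone (median -1.48, or -2.23 without camta3-D replicate 1; camera adjusted p = 2.87e-15; adjusted p = 0.199 with an estimated correlation). Of 24 genes of tryptophan, camalexin and indole glucosinolate synthesis, 8 were lower and 16 did not pass, with 10 lower adjusted over the list alone (median -0.90, camera adjusted p = 1.9e-08; adjusted p = 0.199 with an estimated correlation). Of 19 intracellular receptor genes and partners, 6 were lower, 8 adjusted over the list alone (median -0.40, camera adjusted p = 2.94e-05; adjusted p = 0.455 with an estimated correlation). RPM1 itself did not pass (log2 fold change 0.43, adjusted p = 0.122), nor did RPS4 (-0.14, adjusted p = 0.437).

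Of 37 pattern recognition and kinase genes, 7 were lower after flg22, 8 adjusted over the list alone (median -0.35, camera adjusted p = 7.62e-05; adjusted p = 0.489 with an estimated correlation). Of 33 calcium signalling genes, 7 were lower, and 1 was higher and 9 lower adjusted over the list alone (median -0.33, camera adjusted p = 0.000495; adjusted p = 0.489 with an estimated correlation). The EF-hand gene AT3G47480 was the calcium signalling gene with the largest decrease (40.4 ± 11.9 and 0.99 ± 0.724 CPM, -5.34, adjusted p = 0.00588, with -6.41 without camta3-D replicate 2). Of 22 rapidly induced stress factor genes, 4 were lower, 5 adjusted over the list alone (median -0.61, or -0.34 without wild-type replicate 2; camera adjusted p = 0.000363; adjusted p = 0.489 with an estimated correlation). Of 8 heat shock genes, 3 were lower, 4 adjusted over the list alone (median -1.34, or -2.53 without camta3-D replicate 2; camera adjusted p = 7.29e-05; adjusted p = 0.199 with an estimated correlation). Of 6 guard cell markers, FAMA and MYB60 were lower and 4 did not pass, with 2 lower adjusted over the list alone (median -0.69, camera adjusted p = 0.0027; adjusted p = 0.195 with an estimated correlation). MYB60 stood at 7.18 ± 0.723 and 4.43 ± 0.40 CPM (-0.70, adjusted p = 0.024, but 0.0646 to 0.0935 with each library left out and 0.0776 in a fit of only the libraries compared). FAMA stood at 14.4 ± 1.56 and 7.49 ± 1.197 CPM (adjusted p = 0.0121, but 0.0743 without wild-type replicate 2 and 0.0578 without camta3-D replicate 1). Of 37 photosynthesis genes, 3 were higher, also adjusted over the list alone (median 0.20, camera adjusted p = 0.000866; adjusted p = 0.572 with an estimated correlation).

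The WRKY and ethylene calls after flg22 were lost without single libraries. Of 23 WRKY genes, 1 was higher and 4 were lower, also adjusted over the list alone (median -0.57, camera adjusted p = 0.0027; adjusted p = 0.489 with an estimated correlation). The WRKY median was -0.98 without wild-type replicate 1 and -0.20 (adjusted p = 0.0582) without wild-type replicate 2. Of 19 ethylene genes, 1 was higher and 2 were lower, also adjusted over the list alone (median -0.17, camera adjusted p = 0.0214; adjusted p = 0.455 with an estimated correlation). The ethylene p was 0.137 without wild-type replicate 1, 0.0778 without camta3-D replicate 1 and 0.0853 without a filter. The other lists did not pass. Camera gave adjusted p = 0.479 for 6 CAMTA genes, 0.0933 for 13 cold-regulated genes, 0.0577 for 27 jasmonate genes and 0.391 for 12 abscisic acid genes. It gave 0.192 for 13 aliphatic glucosinolate genes, 0.0952 for 15 cell death genes, 0.391 for 17 clock genes, 0.2 for 7 phloem markers and 0.616 for 7 dividing cell markers. For 7 epidermis markers (adjusted p = 0.284) the median was -0.01, whereas the mean was 0.34 and the test pointed higher. CAMTA3 transcripts stood at 193 ± 2.65 CPM in wild type and 201.3 ± 12.1 in camta3-D (adjusted p = 0.847). AT1G67310 of the same family was higher in camta3-D (77.5 ± 9.47 and 112 ± 2.63 CPM, adjusted p = 0.0242, but 0.172 without wild-type replicate 2, 0.0814 and 0.109 without camta3-D replicates 1 and 2, and 0.0641 in a fit of only the libraries compared).

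The comparison after AvrRpm1 asked whether the genotypes differed when an intracellular receptor was engaged. Transcripts of LURP1, named for its induction by an oomycete pathogen, stood at 458 ± 116 CPM in wild type and 1.195 ± 0.434 in camta3-D (-8.59, adjusted p = 8.44e-05), and those of the lectin gene AT5G03350 at 374 ± 84.3 and 2.36 ± 0.126 (-7.31, adjusted p = 6.01e-05). AT2G05540 stood at 181 ± 7.83 and 1.14 ± 0.0603 CPM (-7.30, adjusted p = 6.69e-06). Of the other direction, the pectin methylesterase gene AT3G43270 stood at 18.5 ± 0.0265 CPM in wild type and 71.2 ± 9.43 in camta3-D (1.95, adjusted p = 0.000558) and the ERF gene ESE3 at 5.86 ± 0.171 and 28.3 ± 7.34 (2.27, adjusted p = 0.0018). These calls held with each library left out. In total, 214 genes were higher and 653 lower, of which 95 and 378 changed more than 2-fold. The counts were 20 higher and 114 lower without wild-type replicate 1, 134 and 665 without wild-type replicate 2, 136 and 187 without camta3-D replicate 1, and 94 and 382 without camta3-D replicate 2. Of 44 named genes called here, 23 passed with each library left out.

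Salicylic acid genes were the most affected list after AvrRpm1. WRKY70 stood at 262 ± 91.6 CPM in wild type and 7.74 ± 1.01 in camta3-D (-5.08, adjusted p = 0.00444). SARD1 stood at 60.7 ± 29.5 and 4.85 ± 0.236 (-3.65, adjusted p = 0.00453, with -3.04 without wild-type replicate 1), and the salicylic acid receptor gene NPR4 at 33.5 ± 10.3 and 6.99 ± 0.051 (-2.26, adjusted p = 0.00287). For WRKY38, the wild-type counts were 142 and 183 and the camta3-D counts 1 and 1. Of 25 salicylic acid genes, 14 were lower and 11 did not pass, with 23 lower adjusted over the list alone (median -2.02, camera adjusted p = 1.98e-33; adjusted p = 0.186 with an estimated correlation). Of 19 intracellular receptor genes and partners, 9 were lower, 14 adjusted over the list alone (median -0.58, camera adjusted p = 4.2e-11; adjusted p = 0.383 with an estimated correlation). Among these, the receptor gene AT4G26090, whose product also guards RIN4, stood at 37.4 ± 6.55 and 11.01 ± 0.968 CPM (-1.76, adjusted p = 0.00251), and RIN4 at 30.5 ± 3.81 and 15.7 ± 2.35 (-0.96, adjusted p = 0.00457, but 0.0782 in a fit of only the libraries compared). Transcripts of RPM1 did not pass (-0.19, adjusted p = 0.601). Of 15 cell death genes, 3 were lower, 5 adjusted over the list alone (median -0.53, or -0.28 without camta3-D replicate 1; camera adjusted p = 0.00022; adjusted p = 0.383 with an estimated correlation). ACD6, which promotes cell death, was among them (816 ± 256 and 191 ± 6.31 CPM, -2.10, adjusted p = 0.00584). Of 37 photosynthesis genes, none passed singly (lowest adjusted p = 0.0618, for RBCS2B), while the list shifted upward (median 0.21, camera adjusted p = 0.00022; adjusted p = 0.522 with an estimated correlation).

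Several list shifts after AvrRpm1 differed between the camta3-D replicates, and those below were larger without replicate 2 than without replicate 1. In replicate 2, 7.78% of alignments were not unique, against at most 3.43% in the other libraries. Whether this caused the smaller shifts was not tested. Of the 8 RT-qPCR genes, TAT3 and SARD1 were lower and 6 did not pass, with 2 lower adjusted over the list alone (median -0.88, camera adjusted p = 0.00127; adjusted p = 0.424 with an estimated correlation), and the median was -0.28 (adjusted p = 0.0923) without camta3-D replicate 1 and -2.12 without camta3-D replicate 2. TAT3 stood at 48.1 ± 2.80 and 7.10 ± 2.77 CPM (-2.75, adjusted p = 0.0114, but 0.0679 without wild-type replicate 1 and 0.0586 without camta3-D replicate 2). Of 23 WRKY genes, 1 was higher and 8 were lower, also adjusted over the list alone (median -0.23, camera adjusted p = 0.000102; adjusted p = 0.424 with an estimated correlation), and the median was 0.06 (adjusted p = 0.675) and -1.25 without camta3-D replicates 1 and 2. Of 33 calcium signalling genes, 1 was higher and 7 were lower, 3 and 10 adjusted over the list alone (median -0.15, camera adjusted p = 0.000456; adjusted p = 0.452 with an estimated correlation), and the corresponding medians were -0.11 (adjusted p = 0.232) and -0.71. The calmodulin-like gene AT2G41090 stood at 402 ± 24.5 and 59.7 ± 0.891 CPM (-2.75, adjusted p = 0.00114). Of 37 pattern recognition and kinase genes, 5 were lower, 12 adjusted over the list alone (median -0.28, camera adjusted p = 0.000169; adjusted p = 0.482 with an estimated correlation). Their median was -0.09 and -0.43 without wild-type replicates 1 and 2, and -0.08 (adjusted p = 0.985) and -0.72 without camta3-D replicates 1 and 2.

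Other list calls after AvrRpm1 were each lost when single libraries were left out. For 24 tryptophan, camalexin and indole glucosinolate genes, of which 1 was lower, also adjusted over the list alone, the median was -0.37 (camera adjusted p = 0.0195; adjusted p = 0.521 with an estimated correlation). It was -0.21 (adjusted p = 0.0668) without wild-type replicate 2, -0.17 (0.945) without camta3-D replicate 1 and -0.80 without camta3-D replicate 2. For 13 aliphatic glucosinolate genes the median was 0.71 (camera adjusted p = 0.0457; adjusted p = 0.686 with an estimated correlation), and it was 0.43 (adjusted p = 0.305), -0.17 (0.985) and 1.1 without the same libraries. For 8 heat shock genes, 3 of them lower adjusted over the list alone, the median was -0.83 (camera adjusted p = 0.0407; adjusted p = 0.482 with an estimated correlation). It was -0.38 (adjusted p = 0.226) without wild-type replicate 1, -0.41 (0.232) without camta3-D replicate 1 and -1.62 without camta3-D replicate 2, and the p was 0.0553 in a fit of only the libraries compared. For 7 epidermis markers, CER1 was higher (69.5 ± 20.05 and 205 ± 25.97 CPM, adjusted p = 0.0165), 2 were higher adjusted over the list alone, and the median was 0.30 (camera adjusted p = 0.0195; adjusted p = 0.424 with an estimated correlation). The CER1 p was 0.0543 and 0.0718 without wild-type replicates 1 and 2, 0.0694 without camta3-D replicate 1 and 0.0718 in a fit of only the libraries compared. The p of the markers was 0.155 without wild-type replicate 2 and 0.0923 without camta3-D replicate 1. For 7 dividing cell markers the median was 0.46 (camera adjusted p = 0.0407; adjusted p = 0.452 with an estimated correlation), and the p was 0.0888 without wild-type replicate 1, 0.0923 without camta3-D replicate 1 and 0.0834 with DESeq2. The lists of CAMTA, cold-regulated, jasmonate, ethylene, abscisic acid, rapid stress, clock, guard cell and phloem genes did not pass (lowest adjusted p = 0.0555, for cold-regulated genes).

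The comparison after AvrRps4 put the same question for a strain sensed by another receptor. AT2G05540 stood at 278 ± 2.54 CPM in wild type and 0.875 ± 0.536 in camta3-D (-8.32, adjusted p = 3.06e-06, with -9.12 without camta3-D replicate 2). LURP1 stood at 58.7 ± 21.8 and 1.14 ± 0.176 (-5.68, adjusted p = 0.00104), and PCC1, a pathogen-responsive gene also under circadian control, at 72.5 ± 16.9 and 2.05 ± 1.47 (-5.13, adjusted p = 0.00501, with -6.16 without camta3-D replicate 1). Higher in camta3-D were the transcription factor gene WRKY25 (32.8 ± 0.203 and 85.9 ± 4.78 CPM, 1.39, adjusted p = 0.00104), the asparagine synthetase gene ASN1 (95.04 ± 28.3 and 645 ± 297 CPM, 2.76, adjusted p = 0.00438) and the ion channel gene CNGC14 (1.17 ± 0.0583 and 7.43 ± 0.942 CPM, 2.66, adjusted p = 0.00164). These calls held with each library left out. In total, 477 genes were higher and 467 lower, of which 139 and 234 changed more than 2-fold. The counts were 34 higher and 60 lower without wild-type replicate 1, 287 and 434 without wild-type replicate 2, 47 and 25 without camta3-D replicate 1, and 44 and 31 without camta3-D replicate 2. Of 49 named genes called here, 10 passed with each library left out.

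Genes of jasmonate and of indolic compounds were lower in camta3-D after AvrRps4. AOC1, an enzyme gene of jasmonate synthesis, stood at 53.1 ± 19.3 CPM in wild type and 12.9 ± 1.33 in camta3-D (-2.04, adjusted p = 0.00629, but 0.0668 and 0.0547 without camta3-D replicates 1 and 2), with reads that its near-identical relative AOC2 may share. Of 27 jasmonate genes, 6 were lower and 21 did not pass, with 12 lower adjusted over the list alone (median -1.03, camera adjusted p = 7.33e-09; adjusted p = 0.257 with an estimated correlation). Of 24 tryptophan, camalexin and indole glucosinolate genes, 9 were lower and 15 did not pass, with 15 lower adjusted over the list alone (median -1.001, camera adjusted p = 2.13e-11; adjusted p = 0.257 with an estimated correlation). The tryptophan synthesis gene ASA1 stood at 56.5 ± 3.51 and 30.8 ± 1.77 CPM (-0.88, adjusted p = 0.0132, but 0.0958 without wild-type replicate 1 and 0.0786 and 0.0985 without camta3-D replicates 1 and 2). Of 25 salicylic acid genes, 4 were lower, 10 adjusted over the list alone (median -1.21, or -0.54 without wild-type replicate 2; camera adjusted p = 3.74e-07; adjusted p = 0.667 with an estimated correlation). SARD1 did not pass (88.4 ± 44.9 and 44.8 ± 18.0 CPM, adjusted p = 0.198). Of 23 WRKY genes, 1 was higher and 2 were lower, 2 and 7 adjusted over the list alone (median -1.01, or -0.55 and -0.63 without wild-type replicates 1 and 2 and -0.48 in a fit of only the libraries compared; camera adjusted p = 0.00999; adjusted p = 0.707 with an estimated correlation).

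Of 8 heat shock genes, 6 were lower adjusted over the list alone after AvrRps4, whereas HSP90.1 had the lowest p over all genes (adjusted p = 0.0837; median -1.79, or -1.16 without wild-type replicate 1; camera adjusted p = 0.000982; adjusted p = 0.599 with an estimated correlation). Of 33 calcium signalling genes, 2 were higher and 6 lower, 3 and 13 adjusted over the list alone (median -0.29, camera adjusted p = 0.00999; adjusted p = 0.707 with an estimated correlation), and the median was -0.18 (adjusted p = 0.175) without wild-type replicate 2 and -0.17 (0.265) without camta3-D replicate 1. Of 37 photosynthesis genes, 4 were higher, 7 adjusted over the list alone (median 0.25, or 0.38 without wild-type replicate 2; camera adjusted p = 1.12e-05; adjusted p = 0.707 with an estimated correlation). The other lists did not pass (lowest adjusted p = 0.0548, for cold-regulated genes). Among those, the median and the mean differed in sign for the RT-qPCR genes (0.01 and -0.25), the ethylene genes (0.02 and -0.46) and the aliphatic glucosinolate genes (0.18 and -0.02), and the test pointed lower in each. Of the RT-qPCR genes, TAT3 was lower (25.3 ± 8.72 and 3.08 ± 1.04 CPM, adjusted p = 0.0132, but 0.0786 and 0.104 without camta3-D replicates 1 and 2).

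**Figure D2:**
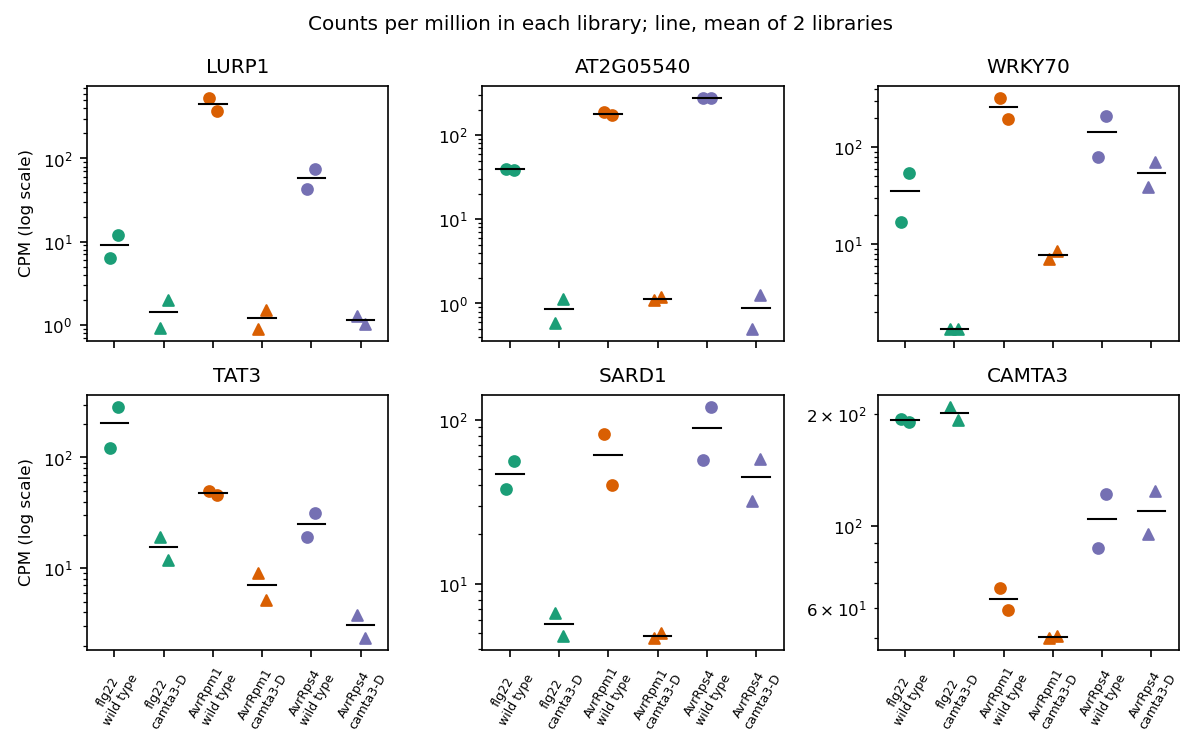
CPM (log axis) in each of the 12 libraries for 6 genes, with points coloured by treatment and shaped by genotype and a line at the mean of each group of 2. LURP1 means were 458 and 1.195 CPM after AvrRpm1 in wild type and camta3-D, whereas CAMTA3 means were 63.7 and 50.2.

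**Figure D3:**
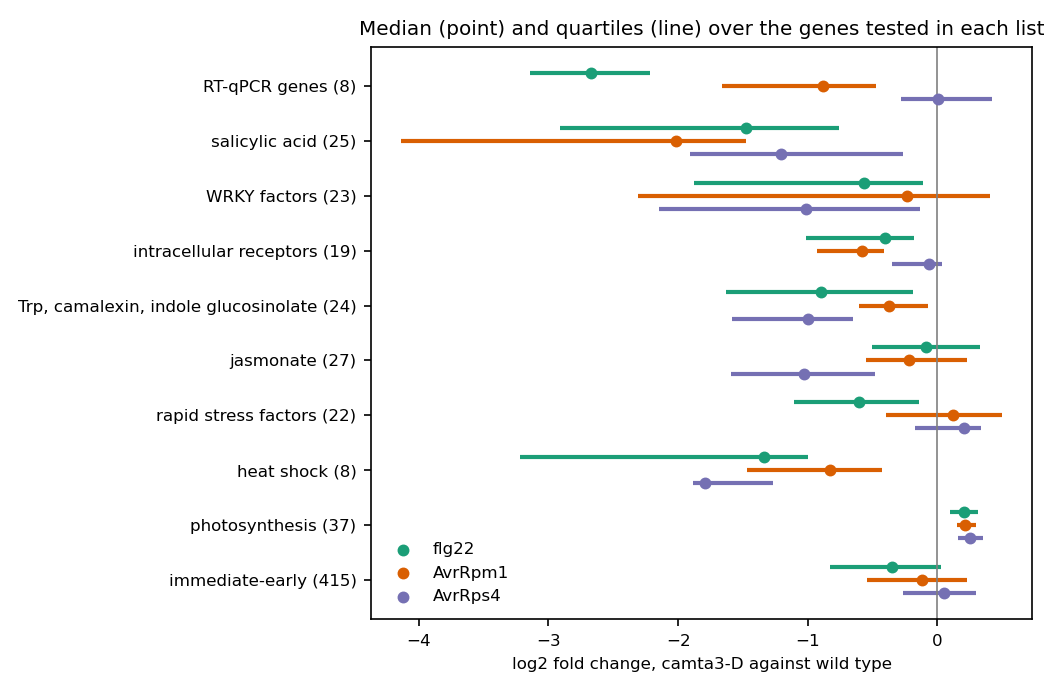
Log2 fold change of camta3-D against wild type for the genes tested in 10 lists, with the number of genes in parentheses, points at the median and lines from the lower to the upper quartile, coloured by treatment. Salicylic acid genes had medians of -1.48, -2.02 and -1.21 after flg22, AvrRpm1 and AvrRps4, and photosynthesis genes 0.20, 0.21 and 0.25.

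The immediate-early list was the study's own measure of the early response. Of 415 genes tested after flg22, 7 were higher and 95 lower in camta3-D, 12 and 137 adjusted over the list alone. With each of the 4 libraries compared left out, 0 to 3 were higher and 17 to 66 lower. Their median was -0.35 (camera adjusted p = 2.4e-14; adjusted p = 0.455 with an estimated correlation). Members among the lower genes were AT1G56520 (54.2 ± 6.38 and 7.20 ± 1.17 CPM, -2.91, adjusted p = 0.00237) and AT2G39650 (34.2 ± 7.71 and 7.74 ± 0.106 CPM, -2.14, adjusted p = 0.00327), both called with each library left out. After AvrRpm1, 12 were higher and 26 lower, 20 and 44 adjusted over the list alone, with a median of -0.12 (camera adjusted p = 0.0195; adjusted p = 0.73 with an estimated correlation). The counts ran from 1 to 12 higher and 3 to 30 lower with each of the 4 libraries compared left out and were 0 and 2 in a fit of only the libraries compared. The median was 0.01 (adjusted p = 0.487) without camta3-D replicate 1 and -0.37 without camta3-D replicate 2. After AvrRps4, 13 were higher and 8 lower, 15 and 12 adjusted over the list alone, with a median of 0.05 (camera adjusted p = 0.456). These counts ran from 1 to 15 and 0 to 7 with each of the 4 libraries compared left out. The AvrRps4 median was 0.19 (adjusted p = 0.0197) without wild-type replicate 2, 0.19 (0.000308) without camta3-D replicate 1 and -0.12 (0.0768) without camta3-D replicate 2. No list in any comparison was called with an estimated correlation (lowest unadjusted p = 0.00807, lowest adjusted p = 0.186). The fry test asks whether the genes of a list move on balance one way and makes no comparison with other genes. It called 7, 4 and 2 lists after flg22, AvrRpm1 and AvrRps4. Between the strains fry called 0 lists in wild type (lowest adjusted p = 0.111) and 7 in camta3-D. In the 3 tests of differences between treatments it called 0 lists (lowest adjusted p = 0.296).

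Genes that differed between the genotypes overlapped between treatments more than independent draws would give. The 3 tests share each gene's estimate of spread, so calls need not be independent and the numbers expected may be too low. After flg22 and AvrRpm1, 66 genes were higher and 190 lower in both (11.2 and 36.5 if independent), after flg22 and AvrRps4 115 and 148 (24.9 and 26.1), and after AvrRpm1 and AvrRps4 62 and 164 (5.33 and 15.9). In all 3 treatments 33 genes were higher and 74 lower (0.278 and 0.89 if independent), with 4 to 20 and 10 to 85 when single libraries were left out. The lower genes included AT2G05540, LURP1, PCC1, TAT3 and AT2G41090, and the higher genes WRKY25, XTH19 and CNGC14. XTH19, which encodes a cell-wall enzyme, stood at 5.39 ± 0.952 CPM in wild type and 52.2 ± 9.66 in camta3-D after AvrRps4 (3.28, adjusted p = 0.0104, but 0.0958 without wild-type replicate 1 and 0.0504 and 0.062 without camta3-D replicates 1 and 2). Across genes, which are not independent replicates, the log2 fold changes correlated with Pearson's r of 0.42 (flg22 and AvrRpm1), 0.37 (flg22 and AvrRps4) and 0.30 (AvrRpm1 and AvrRps4), and Spearman's rho was 0.33, 0.33 and 0.22.

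The comparison of the Pst strains in wild type asked how far transcript levels differed 4 h after infiltration with strains sensed by different receptors. The median log2 fold change of morning clock genes less that of evening clock genes was -1.572 in wild type and -1.582 in camta3-D. Part of the strain differences may therefore reflect a harvest at another time of day. ERF105, a rapidly induced ethylene response factor gene, stood at 0.765 ± 0.0683 CPM after AvrRpm1 and 31.1 ± 13.9 after AvrRps4 (-5.34, adjusted p = 0.00457), and the jasmonate regulator MYC2 at 23.8 ± 4.56 and 68.4 ± 8.26 (-1.52, adjusted p = 0.00457). LURP1 was higher after AvrRpm1 (458 ± 116 and 58.7 ± 21.8 CPM, 2.96, adjusted p = 0.00652), as was AT5G03350 (374 ± 84.3 and 67.1 ± 9.29 CPM, 2.48, adjusted p = 0.00652). The salicylic acid marker PR1 had 41 and 45 counts after AvrRpm1 and 0 and 0 after AvrRps4, too few for a fold change. The ERF105, MYC2, LURP1 and AT5G03350 calls held with each library left out, whereas most other named calls in this comparison did not. In total, 303 genes were higher and 416 lower after AvrRpm1 than after AvrRps4. Without AvrRpm1 replicates 1 and 2 the counts were 28 and 37 and then 149 and 129, and without AvrRps4 replicates 1 and 2 they were 102 and 249 and then 62 and 167.

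Rapid stress factor genes were lower after AvrRpm1 than after AvrRps4 in wild type: of 22, 8 were lower, 15 adjusted over the list alone (median -1.51, camera adjusted p = 7.55e-17; adjusted p = 0.56 with an estimated correlation). Of the 415 immediate-early genes, 1 was higher and 76 were lower, 7 and 180 adjusted over the list alone (median -0.56, camera adjusted p = 8.19e-31; adjusted p = 0.56 with an estimated correlation). With each of the 4 libraries compared left out, 0 to 1 were higher and 7 to 62 lower, and 0 and 48 in a fit of only those libraries. AT2G39650 (2.71 ± 0.0256 and 15.4 ± 3.43 CPM, adjusted p = 0.00457) and AT1G14480 (2.23 ± 0.449 and 12.1 ± 2.26 CPM, adjusted p = 0.00457) were among them. Of the 8 RT-qPCR genes, 3 were lower, 5 adjusted over the list alone (median -1.94, camera adjusted p = 0.000147; adjusted p = 0.56 with an estimated correlation). Aliphatic glucosinolate genes had a median of -1.46 (-0.72 without AvrRps4 replicate 2; camera adjusted p = 1.28e-05; adjusted p = 0.56 with an estimated correlation), with 1 gene of 13 lower, 5 adjusted over the list alone. Of 24 tryptophan, camalexin and indole glucosinolate genes, 3 were lower, and 1 was higher and 10 lower adjusted over the list alone (median -0.57, or -0.27 without AvrRps4 replicate 2; camera adjusted p = 0.00106; adjusted p = 0.56 with an estimated correlation).

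Other list calls between the strains in wild type depended on single libraries. Of 25 salicylic acid genes, 4 were higher after AvrRpm1, and 5 were higher and 4 lower adjusted over the list alone (median 0.42, camera adjusted p = 0.00521; adjusted p = 0.74 with an estimated correlation). Their median was 0.17 (adjusted p = 0.485) and 0.67 without AvrRpm1 replicates 1 and 2, and 0.32 (0.542) and 0.90 without AvrRps4 replicates 1 and 2. Of 27 jasmonate genes, 3 were lower, and 2 were higher and 8 lower adjusted over the list alone (median -0.63, camera adjusted p = 0.00106; adjusted p = 0.56 with an estimated correlation), and the median was -0.26 (adjusted p = 0.128) and -1.08 without AvrRpm1 replicates 1 and 2. Of 33 calcium signalling genes, 3 were lower, and 2 were higher and 8 lower adjusted over the list alone (median -0.26, camera adjusted p = 0.0216; adjusted p = 0.74 with an estimated correlation), and the median was -0.05 (adjusted p = 0.148) without AvrRpm1 replicate 2 and -0.11 and -0.14 (0.14) without AvrRps4 replicates 1 and 2. The calcium p was also 0.0581 without a filter. Of 37 photosynthesis genes, 2 were higher and 5 lower, 5 and 10 adjusted over the list alone (median -0.15, camera adjusted p = 0.00521; adjusted p = 0.744 with an estimated correlation), and the median was -0.26 and -0.04 (adjusted p = 0.41) without AvrRps4 replicates 1 and 2. Of 19 ethylene genes, 3 were higher, and 6 were higher and 1 lower adjusted over the list alone (median 0.22, camera adjusted p = 0.045; adjusted p = 0.56 with an estimated correlation), and the p was 0.0562 and 0.0738 without AvrRpm1 replicates 1 and 2 and 0.167 and 0.0636 without AvrRps4 replicates 1 and 2. The light-harvesting gene LHCB2.1 stood at 2353 ± 193 and 4423 ± 298 CPM (-0.91, adjusted p = 0.00721, but 0.0566 in a fit of only the libraries compared), with reads that LHCB2.2 may share.

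In camta3-D, more genes were called between the strains than in wild type, with 2006 higher and 2377 lower after AvrRpm1. The test of whether the strain difference depended on genotype called 4 genes. WRKY46, a salicylic acid-responsive factor gene, stood at 1.07 ± 0.00158 CPM after AvrRpm1 and 33.5 ± 19.3 after AvrRps4 (-4.96, adjusted p = 0.00217, with -4.20 without AvrRps4 replicate 2). PAD4, which signals below intracellular receptors, stood at 7.14 ± 2.37 and 88.8 ± 36.8 (-3.64, adjusted p = 0.00283). SARD1 stood at 4.85 ± 0.236 and 44.8 ± 18.0 CPM (-3.21, adjusted p = 0.00254), the oxidase gene RBOHD at 16.1 ± 2.81 and 77.6 ± 6.86 (-2.27, adjusted p = 0.00101) and CAMTA3 at 50.2 ± 0.507 and 110 ± 20.6 (-1.12, adjusted p = 0.00279). JMT, a jasmonate methyltransferase gene, was higher after AvrRpm1 (4.91 ± 1.29 and 0.373 ± 0.0126 CPM, 3.70, adjusted p = 0.000626). Some of the largest increases shrank without AvrRpm1 replicate 2. The call of AT3G46280 held with each library left out (4.90, adjusted p = 0.00423, with 5.75 and 2.51 without AvrRpm1 replicates 1 and 2). AT2G39518 had 112 and 2656 counts after AvrRpm1 and 57 and 49 after AvrRps4 (4.71, adjusted p = 0.0218, and 0.93 with adjusted p = 0.359 without AvrRpm1 replicate 2, 0.114 and 0.126 without AvrRps4 replicates 1 and 2, and 0.086 in a fit of only the libraries compared). Without AvrRpm1 replicates 1 and 2 the counts of called genes were 1216 higher and 1248 lower and then 1165 and 1488, and without AvrRps4 replicates 1 and 2 they were 883 and 1338 and then 730 and 1063. Of 43 named genes called here, 32 passed with each library left out. Of the immediate-early genes, 9 were higher and 202 lower, 14 and 234 adjusted over the list alone (median -0.74, camera adjusted p = 4.46e-25; adjusted p = 0.516 with an estimated correlation). With each of the 4 libraries compared left out, 1 to 15 were higher and 109 to 195 lower. Of 22 rapid stress factor genes, 1 was higher and 13 were lower, also adjusted over the list alone (median -1.81, or -1.18 without AvrRpm1 replicate 1; camera adjusted p = 1.31e-09; adjusted p = 0.516 with an estimated correlation).

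Other defence lists were also lower after AvrRpm1 than after AvrRps4 in camta3-D. Of the 8 RT-qPCR genes, 5 were lower, and 1 was higher and 7 lower adjusted over the list alone (median -3.15, camera adjusted p = 3.98e-05; adjusted p = 0.516 with an estimated correlation). Of 25 salicylic acid genes, 8 were lower, 9 adjusted over the list alone (median -0.54, or -0.35 without AvrRpm1 replicate 1 and -0.87 in a fit of only the libraries compared; camera adjusted p = 0.0121; adjusted p = 0.8 with an estimated correlation). The remaining calls of lists in this comparison were lost without single libraries, and some also in other settings. For 19 intracellular receptor genes and partners, with 2 higher and 7 lower, the median was -0.37 (camera adjusted p = 0.016; adjusted p = 0.8 with an estimated correlation), and the p was 0.102 without AvrRpm1 replicate 1. For 37 pattern recognition and kinase genes, with 2 higher and 11 lower, the median was -0.30 (camera adjusted p = 0.0273; adjusted p = 0.8 with an estimated correlation), and it was 0.03 (adjusted p = 0.381) and -0.78 without AvrRpm1 replicates 1 and 2 and -0.13 (0.0552) without AvrRps4 replicate 2. For 33 calcium signalling genes, with 5 higher and 15 lower, the median was -0.73 (camera adjusted p = 0.042; adjusted p = 0.8 with an estimated correlation), and it was -0.53 (adjusted p = 0.381) without AvrRpm1 replicate 1 and -0.39 (0.105) without AvrRps4 replicate 2. The calcium p was also 0.134 without a filter and 0.103 with DESeq2. The kinase gene CPK28 of that list stood at 30.6 ± 6.74 and 155 ± 40.6 CPM (-2.34, adjusted p = 0.00101). The photosynthesis median was -0.16 (camera adjusted p = 0.0193; adjusted p = 0.8 with an estimated correlation, and 0.0818 without AvrRps4 replicate 1), and the clock median -0.41 (camera adjusted p = 0.0319; adjusted p = 0.8 with an estimated correlation, and 0.0934 without AvrRpm1 replicate 1). The CAMTA median was -0.28 (camera adjusted p = 0.0421; adjusted p = 0.8 with an estimated correlation), with adjusted p = 0.131 without AvrRpm1 replicate 1, 0.0613 without AvrRps4 replicate 2 and 0.0704 in a fit of only the libraries compared.

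**Figure D4:**
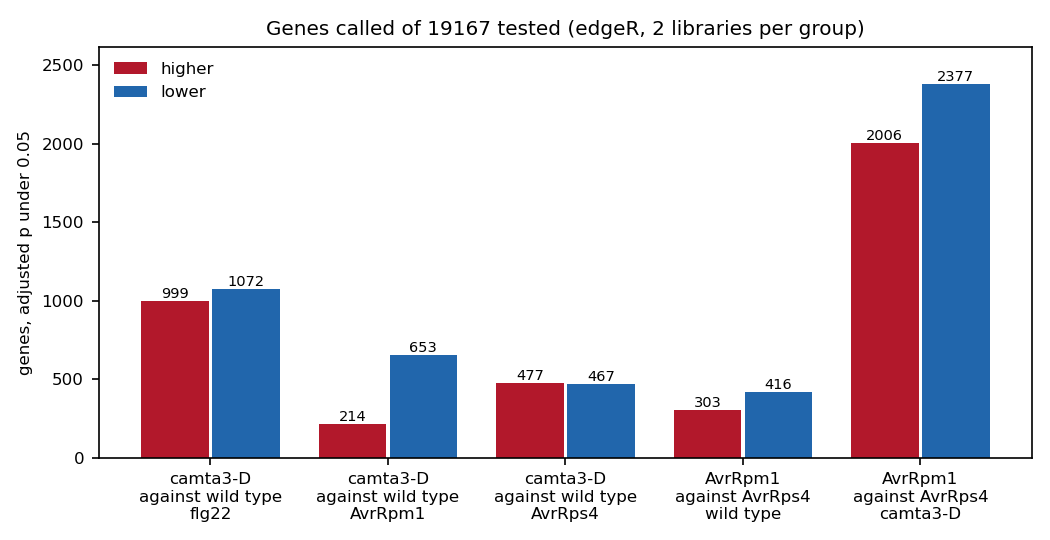
Number of genes (bars, from 0) higher and lower at an adjusted p under 0.05 in each of 5 comparisons, 19167 genes tested with 2 libraries per group. AvrRpm1 and AvrRps4 differed by 303 and 416 genes in wild type and 2006 and 2377 in camta3-D.

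Whether the genotype difference itself varied with the treatment was tested as an interaction. Between AvrRpm1 and AvrRps4, 4 genes passed (2981 at an unadjusted p under 0.05, and 594 genes with DESeq2 and 51 without a filter at the same adjusted threshold), with 0 to 97 genes when single libraries were left out. Between flg22 and AvrRpm1, 108 genes passed (662 with DESeq2 and 6 in a fit of only the libraries compared), with 0 to 187 when single libraries were left out. LURP1 (5.93, adjusted p = 0.0247) and AT5G03350 (5.69, adjusted p = 0.0124) had the largest positive differences, that is, a smaller decrease after flg22. The AT5G03350 p was 0.101 without flg22 camta3-D replicate 2, and the LURP1 p was 0.0639 without flg22 wild-type replicate 2, 0.123 without flg22 camta3-D replicate 2, 0.0756 without AvrRpm1 wild-type replicate 1 and 0.0606 in a fit of only the libraries compared. Between flg22 and AvrRps4, 9 genes passed (600 with DESeq2, 111 without a filter and 32 in a fit of only the libraries compared), with 0 to 62 when single libraries were left out. For the immediate-early genes the difference between flg22 and AvrRps4 had a median of -0.40, or -0.25 without AvrRps4 camta3-D replicate 2 (camera adjusted p = 5.16e-17; adjusted p = 0.678 with an estimated correlation), that is, a larger decrease in camta3-D after flg22. Between flg22 and AvrRpm1 it was -0.23 (camera adjusted p = 5.31e-06; adjusted p = 0.88 with an estimated correlation), or -0.38 and -0.03 (adjusted p = 0.136) without AvrRpm1 camta3-D replicates 1 and 2. Time and elicitor differ together in both comparisons with flg22.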

Values the study reported

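The study reported a set of 417 immediate-early genes, which its authors obtained by intersecting genes induced by an MLA coiled-coil domain with genes induced by cycloheximide, out of 478 that could be compared.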

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

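The tests of a single library and of time after treatment for the immediate-early list, and the tests of noise and of time of day for the strains, were chosen after the results had been seen. For the remaining tests the prediction was written before the value of the test was seen.

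The genotype difference of the immediate-early genes was larger after flg22 than after AvrRps4, with a median difference of -0.4036 (camera adjusted p = 5.16e-17; adjusted p = 0.678 with an estimated correlation). Lists of random genes matched on mean expression over the 12 libraries reached -0.04748 at the lowest. Removal of the trends with GC content and gene length left -0.4656. The random genes were not matched on the list's higher expression after flg22, so an effect of expression level in the compared groups stays open. Scaling and trends with GC content and gene length do not account for the median difference. With each of the 8 libraries left out the median was at most -0.2517, so no single library accounts for it. In wild type the list stood 2.025 log2 CPM higher (median) 1 h after flg22 than 4 h after AvrRps4. At equal time after infiltration it stood lower after AvrRpm1 than after AvrRps4 (-0.5586). Yet the genotype difference was more negative after AvrRpm1 (-0.118 against 0.047). That order rested on single libraries, with -0.124 after AvrRps4 without camta3-D replicate 2. Time and elicitor remain open, and samples of both elicitors at the same times would decide between them.

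More genes were called between AvrRpm1 and AvrRps4 in camta3-D than in wild type, although the direct test of whether the strain difference depends on genotype called 4 genes, and 0 at the study thresholds. Over all tested genes, with the part due to replicates taken out, the lowest distance between libraries of the strains was 0.5787 in camta3-D and the highest in wild type was 0.4649. Each replicate part rests on only 2 libraries, so these distances do not exclude noise between samples. Without the 10 most abundant genes of each library 4378 genes were called in camta3-D and 713 in wild type. A few abundant genes therefore do not account for the larger number in camta3-D. The median of morning clock genes less evening clock genes was -1.582 in camta3-D and -1.572 in wild type. With single libraries left out these ran from -1.98 to -0.914 and from -1.97 to -1.15. A harvest at another time of day may therefore lie behind part of the difference between the strains in both genotypes, and whether it adds to the larger number in camta3-D is open. Between the genotypes the same measure was -0.5356 after flg22 (-0.7154 to -0.3335 with single libraries left out) and -0.4253 after AvrRpm1 (-0.5321 to -0.2575). After AvrRps4 it was 0.03742 (-0.3168 to 0.211). Whether time of harvest adds to the genotype differences after flg22 and AvrRpm1 is therefore open too. Recorded times of infiltration and harvest would decide these questions.

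The 107 genes called in the same direction in all 3 treatments could reflect variants linked to the mutation. Of these genes, 3 lay within 200 tested genes of CAMTA3 on either side, against 2.25 for genes drawn at random (exact hypergeometric test, p = 0.391). Variants that act on genes within this window therefore do not account for most of the set. Linked sequence beyond the window was not tested, so variants farther along the chromosome or elsewhere in the line stay open. A linked variant in a regulator of distant genes stays open, as does a genotype difference present without treatment, for which no library was analysed. All 107 kept their direction after removal of trends with GC content and length, but genes chosen for their direction would hardly lose it, so those trends stay open. A direct effect of CAMTA3 on these genes was not tested.

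In the test of whether the genotype difference varied between AvrRpm1 and AvrRps4, 4 genes passed. They were NAP (-2.066), AT2G41640 (-1.773), AT3G29240 (-1.72) and AT2G16630 (1.965), and each call was lost without at least 1 single library. The lists that passed were salicylic acid (-0.9076), intracellular receptors (-0.6648), jasmonate (0.5743), tryptophan with camalexin and indole glucosinolates (0.9148) and immediate-early genes (-0.2219), with a lowest adjusted p = 0.873 with an estimated correlation. The immediate-early call was lost without 3 of the libraries (highest adjusted p = 0.976, without AvrRpm1 camta3-D replicate 1) and the tryptophan call without AvrRpm1 camta3-D replicate 2 (adjusted p = 0.0581), and with single libraries left out the jasmonate median ran from 0.194 to 1.26 and the salicylic acid median from -1.61 to -0.551.

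Between flg22 and AvrRpm1, 108 genes passed. Named genes with negative differences were AT1G56520 (-2.55), AT5G51630 (-2.292), AT1G12460 (-1.836), AT1G21070 (-1.747) and AT5G57150 (-1.742). Those with positive differences were AT1G74440 (1.97), AT3G04210 (3.952), NIMIN2 (4.247), CNGC11 (4.35), AT5G03350 (5.686) and LURP1 (5.932). Each of these 11 calls was lost without at least 1 single library. With replicate number as a block 9 of them were lost, and 8 in a fit of only the libraries compared. The lists that passed were the RT-qPCR genes (-1.588), rapid stress factors (-0.7309), tryptophan with camalexin and indole glucosinolates (-0.5122), heat shock (-0.9671) and immediate-early genes (-0.2348), with a lowest adjusted p = 0.88 with an estimated correlation. Without AvrRpm1 camta3-D replicate 2 all 5 calls were lost (lowest adjusted p = 0.136), and the heat shock call was also lost with DESeq2 (0.0747), without a filter (0.106) and in a fit of only the libraries compared (0.0944).

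Between flg22 and AvrRps4, 9 genes passed, with the largest differences in BRU6 (-3.851), AT1G56520 (-3.07), AT5G51630 (-2.692), AT4G17240 (-1.864), CRK40 (-1.55), AT1G11330 (1.569) and CAF2 (1.858), and each call was lost without at least 1 single library. Lists that passed were the RT-qPCR genes (-2.293), salicylic acid (-0.7073), pattern recognition (-0.1062), intracellular receptors (-0.2916), rapid stress factors (-0.7356), jasmonate (0.6939), phloem markers (0.6458) and immediate-early genes (-0.4036). No list passed in the difference tests with an estimated correlation (lowest adjusted p = 0.453). The calls of salicylic acid, pattern recognition, intracellular receptors and phloem markers were each lost without at least 1 single library (highest adjusted p = 0.201, 0.206, 0.199 and 0.133). The pattern recognition call was also lost without a filter (0.0535) and in a fit of only the libraries compared (0.0615). With single libraries left out the medians ran from -1.084 to -0.4621 for salicylic acid and from -0.1921 to -0.02294 for pattern recognition, and reached -0.1382 for intracellular receptors, 1.097 for jasmonate and -0.2517 for immediate-early genes.

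In AvrRpm1 camta3-D replicate 2, 7.782% of alignments were not unique, against 2.56% to 3.43% in the other libraries, and the ribosomal RNA gene AT3G41768 had 30613 counts there against 6547 to 12924.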

How the results depend on the processing

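Counts of called genes depended strongly on the libraries used and on the threshold. Of 3523 values of named genes in the other settings, directions held in all 3166 for genes called at first, which were chosen for their change. The 3523 values include 296 at the study thresholds, which reuse the main fit, so their direction could not change. For genes not called, direction was not compared. Of 3166 values for genes called at first, 2345 kept the call and 821 lost it, and the other 357, for genes not called, stayed uncalled. For the lists other than the immediate-early list, 674 of 810 values kept their call, 132 lost it and 4 changed sign. With an estimated correlation all 65 of these list values lost the call. At the study thresholds, a stricter cut-off on the same fit, 158 of 296 values of named genes lost it. The cause of the other changes was not tested. In fits that left a library out, the remaining sample of its group was assumed to vary like the other groups. Median-ratio size factors and leaving out organelle genes moved none of the counts below by more than 1.5 times.

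At the study thresholds, genes higher and lower were 40 and 176 for flg22, 21 and 154 for AvrRpm1, 35 and 36 for AvrRps4, 30 and 64 between the strains in wild type and 333 and 554 in camta3-D, and 1 and 9 in all 3 treatments, while the 3 difference tests gave 0, 0 and 0 genes (edgeR, against 2981, 3000 and 3160 at an unadjusted p under 0.05). With DESeq2 the counts were 386 and 1114 for AvrRpm1, 868 and 955 for AvrRps4, 686 and 782 between the strains in wild type, and 63 and 132 in all 3 treatments. The differences gave 594 genes (AvrRpm1 against AvrRps4), 662 (flg22 against AvrRpm1) and 600 (flg22 against AvrRps4) with DESeq2, and 51 and 111 for the comparisons of AvrRps4 with AvrRpm1 and with flg22 without a filter. With only the libraries compared, the counts were 285 higher for flg22, 22 and 86 for AvrRpm1, 201 higher for AvrRps4, 139 and 234 between the strains in wild type, 4 and 20 in all 3 treatments, and 6 and 32 for the differences of flg22 from AvrRpm1 and from AvrRps4.

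With replicate number as a block, 311 genes were lower for AvrRps4, 16 were higher in all 3 treatments and 7 passed in the difference of flg22 from AvrRpm1. The labels do not say what equal replicate numbers share. The correlations between groups of the replicate differences ran from -0.18 to 0.10 over 15 pairs of groups and gave no sign of pairing, although the study's text speaks of independent experiments for flg22 and AvrRpm1. The block result is no evidence on pairing.

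With single libraries left out, genes higher and lower ran from 53 to 869 and 165 to 1096 for flg22. They ran from 20 to 136 and 114 to 665 for AvrRpm1 and 34 to 461 and 25 to 581 for AvrRps4. Between the strains they ran from 28 to 352 and 37 to 508 in wild type. In camta3-D the strains gave 730 to 1216 and 1063 to 1488. The highest counts for flg22, AvrRps4 and the strains in wild type came without AvrRpm1 camta3-D replicate 2. That library is in none of these comparisons. With a library of the comparison itself left out, their counts were all below those with all libraries, as given under Results. Genes in all 3 treatments ran from 4 to 20 higher and 10 to 85 lower. The differences ran from 0 to 97 (AvrRpm1 against AvrRps4), 0 to 187 (flg22 against AvrRpm1) and 0 to 62 genes (flg22 against AvrRps4).

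The immediate-early median kept its value but lost its call with an estimated correlation for flg22 (-0.3518, adjusted p = 0.455) and AvrRpm1 (-0.118, adjusted p = 0.73). With each library left out it ran from -0.463 to -0.285 for flg22, from -0.374 to 0.00952 for AvrRpm1 and from -0.124 to 0.193 for AvrRps4, with 0.188 without AvrRps4 wild-type replicate 2. Without AvrRpm1 camta3-D replicate 1, medians also changed sign for the WRKY genes (0.0586, against -1.25 without replicate 2) and the aliphatic glucosinolate genes (-0.165, against 1.1) after AvrRpm1 and for the pattern recognition genes between the strains in camta3-D (0.0345, against -0.776). The difference of flg22 from AvrRpm1 in rapid stress factors changed sign without AvrRpm1 camta3-D replicate 2 (0.0124, against -1.14 without replicate 1).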

Other observations

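Among the genes called in all 3 treatments, WRKY62 was lower in camta3-D by log2 fold changes of -4.87, -5.59 and -5.26 after flg22, AvrRpm1 and AvrRps4, PCC1 by -3.30, -5.95 and -5.13, and the glucanase gene BG3 by -3.88, -5.09 and -3.97. PCC1 is circadian-controlled as well as pathogen-responsive.

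Promoter motifs were tested with a prediction written before the motif counts were seen. The motif searched was CGCG preceded by A, C or G and followed by C, G or T. This covers the CGCG form of the CGyG core given by the paper but not the CGTG form. The paper found CAMTA-binding motifs over-represented upstream of its immediate-early genes, a set not tested for the motif here. If CAMTA3 acted through the motif searched, genes lower in camta3-D would carry it in the 500 bp upstream more often than genes not called. After flg22 the odds ratio was 1.214 (95% confidence interval 1.00 to 1.47, Mantel-Haenszel test over 5 classes of GC content, adjusted p = 0.151 over 18 tests), above control motifs made of the same bases (0.929 and 0.876). Genes higher in camta3-D gave a similar ratio (1.22), so the motif did not separate the directions. After AvrRpm1 and AvrRps4 the ratios for lower genes were 0.8278 and 0.9592, with intervals that include 1. For higher genes they were 1.68 (adjusted p = 0.0463) and 1.58 (adjusted p = 0.00613), against 1.076 and 1.098 and then 1.205 and 0.759 for the control motifs. The motif thus exceeded both controls in the same genes, although a control motif also passed in another set, with fewer in the lower genes after AvrRpm1 (0.714, adjusted p = 0.0463). Whether genes higher in camta3-D are bound directly is open. Binding of CAMTA3 was not measured in the data analysed here, and a profile of its binding sites in these leaves would test this.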
